A study of Mus musculus with 2 samples. Its data were reported in "Atypical cell death and insufficient matrix organization in long-bone growth plates from Tric-b-knockout mice" (2023).

How the data were processed

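Gene expression was measured on 2 Affymetrix whole-genome mouse arrays, hybridised with RNA from the cartilage of wild-type C57BL/6J embryos at embryonic day 17.5. One array was labelled as enriched in round chondrocytes and the other as enriched in columnar and hypertrophic chondrocytes. For each array, total RNA from 3 portions of cartilage plate was mixed before labelling as biotin-tagged cRNA, so each group is 1 array and the spread between portions or animals is not measured.

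The deposited values are intensities, 1 linear signal for each of 45101 probe sets. The submitters' processing notes name MAS5, with a version not given in the sources used here. MAS5 subtracts a background from each probe, combines the probe pairs of a probe set into 1 signal, and scales each array to a common trimmed mean. The mean signal without the lowest and highest 2% of probe sets was 500.0 on both arrays, as that scaling gives. The study's methods name RMA, which gives values on a log scale. The values used here were linear, reached down to 0.0948, and had different distributions on the 2 arrays, so they were read as MAS5 signals. A MAS5 signal of a weakly expressed gene is noisy, and scaling to 1 mean assumes that total signal is comparable between the arrays.

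Probe sets were named from the platform annotation. Of the 45101 probe sets, 34958 had 1 gene symbol, 932 had several and 9211 were unnamed here. Entrez identifiers of 34754 probe sets matched the RefSeq gene table of assembly GRCm38.p6, which was used for gene names and chromosome membership alone. The arrays name no genome build and no coordinates are given. Probe sets with several genes were not used for any gene, and the 64 control probe sets were kept apart.

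Signals at the level of genes that cartilage should not express set a floor. It was the 95th percentile of the 87 probe sets of chemosensory receptor genes over both arrays, a signal of 100.5. Signals under the floor were raised to it before log2 values were taken. For each gene, the probe set with the highest mean log2 signal among those naming that gene alone was used. Disagreement between probe sets of a gene is given mainly where another probe set gave a smaller or opposite difference. For some genes, among them Col3a1, Col1a1, Col1a2, Boc and Ctsz, another probe set gave a larger difference. Whether differences of very abundant genes were compressed at high signal was not tested. The difference is the log2 signal of the columnar/hypertrophic array minus that of the round array. A gene under the floor on 1 array gives a bound, written as "at least", and a gene under the floor on both gives no difference.

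With 1 array per group there was no test, no p-value and no standard error. Genes were counted by a fixed rule of size, a difference of at least 2-fold. The technical spread of a single probe set was taken from 4825 genes with several probe sets above the floor on both arrays, and the SD of their log2 differences within a gene was 0.367. This is not a spread between replicates. Gene lists (30 in all) were fixed before the data were examined. For the 26 lists with at least 5 members above the floor, the median difference was placed as a percentile among 10000 random gene lists of the same size, matched on mean signal in 20 bins. This percentile describes the 2 arrays and is not a p-value. The procedure was tested on simulated data for this comparison, with 11190 genes above the floor in the simulated arrays and a noise SD of 0.367. At 2-fold, 99.5% of 200 genes changed 4-fold were recovered and 0.50% of unchanged genes were called. The recovered changes had a median of 2.01 on the log2 scale, so the floor hardly shortened them. These rates rest on the simulated noise. They give no error rate for the 97 higher and 190 lower genes that were bounds in the data. Of 200 unchanged lists, 5% lay outside the central 95% of random lists, as the definition of that range gives. All of 50 lists of 20 genes raised by 0.5 lay above it.

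Most genes named in the report were chosen by a rule fixed before the data were examined. It took the 12 largest differences in each direction among genes above the floor on both arrays and with a mean signal in the upper 50% of them, and the 6 largest bounds in each direction. It also took up to 4 members of each list with the largest differences, and a fixed set of chondrocyte, ER stress, apoptosis and Ca2+ handling genes. Riken, Gm and unnamed entries were left out. Gdf10, Gli3, Spred2, Fgfr3, Bmp4, Bmp7, Chrdl1, Tgfb3, Id1, Wnt4, Axin2, Frzb, Sfrp1, Fzd2, Fzd9, Piezo1, Omd, Cebpb, Vldlr and Ppp1r15a were named outside this rule, after their values were seen, to complete counts of 5 or fewer. In the additional observations, 48 further genes with a value were named after their values were seen.

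Alternatives were 3 other scalings between the arrays (equal medians, quantile normalization, and a lowess fit of difference on mean signal with a span of 0.3), floors at the 90th and 99th percentiles and no floor with 1 added to each signal. The mean of a gene's probe sets, leaving out probe sets that can match several transcripts or genes, thresholds of 1.5-fold and 4-fold, unmatched random lists, the mean of list members, and only members above the floor on both arrays were also tried. Leaving out X- and Y-linked genes was added after the data were seen. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Pthlh and Spp1 were not named in the probe table used here.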

Results

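Growth plate chondrocytes pass from a round shape through columns of flattened proliferating cells to hypertrophic cells. To compare these zones in normal cartilage, RNA from portions enriched in round chondrocytes was hybridised to 1 array, and RNA from portions enriched in columnar and hypertrophic chondrocytes to another. Both came from wild-type mouse embryos shortly before birth (E17.5), with 3 portions mixed per array. The median probe set signal was 128 on the round array and 105 on the columnar/hypertrophic array. On the round array 24762 probe sets (55.0%) lay above the floor of 100.5, and 22841 (50.7%) did on the other. There were no replicates, so no value below has a replicate error, and the number of arrays limits the precision of every comparison. Differences are log2 values, with positive values for a higher signal on the columnar/hypertrophic array.

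Of 18193 named genes, 11703 were above the floor on at least 1 array and 10235 on both. The columnar/hypertrophic array had at least 2-fold higher signals for 504 genes and at least 2-fold lower signals for 745. Among the higher genes, 407 were above the floor on both arrays, 102 were at least 4-fold higher and 32 at least 8-fold. Among the lower genes, 555 were above the floor on both arrays, 131 were at least 4-fold lower and 32 at least 8-fold. Across the genes above the floor on both arrays, which are not independent replicates, Pearson's r between the log2 signals was 0.926.

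**Figure D1:**
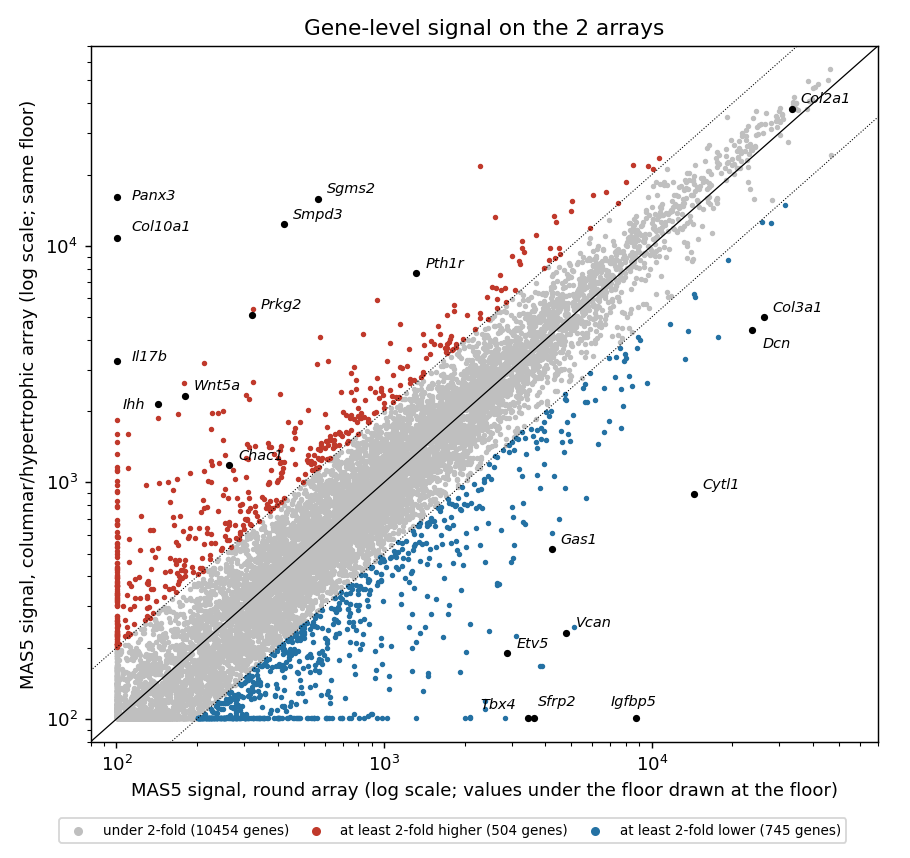
Gene-level MAS5 signal on the round array (horizontal, log scale) against that on the columnar/hypertrophic array (vertical, log scale), 1 point per gene. Solid and dotted lines mark equal signals and 2-fold differences, values under the floor of 100.5 are drawn at the floor, and named genes are black; Col10a1 and Panx3 lie at the floor on the round array and above 10000 on the other, while Igfbp5, Sfrp2 and Tbx4 lie at the floor on the columnar/hypertrophic array.

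Markers of prehypertrophic and hypertrophic chondrocytes were higher on the columnar/hypertrophic array. Col10a1, the collagen of hypertrophic cartilage, had signals of 24.2 and 10818, at least 108-fold higher. Panx3, a pannexin channel gene, was at least 161-fold higher by its brightest probe set, and its other probe sets gave bounds of at least 26.6-fold and 3.98-fold. Ihh, the hedgehog ligand of prehypertrophic cells, was 15.0-fold higher (143 to 2153), Sgms2, encoding a sphingomyelin synthase, 27.9-fold, and Pth1r, the receptor for parathyroid hormone-related peptide, 5.80-fold. Of the 21 list members measured, 13 were at least 2-fold higher and 0 were lower by that much. The list median was 2.18 (percentile 100 of random lists). The collagenase gene Mmp13, which marks terminal hypertrophic cells, was under the floor on both arrays (22.8 and 11.7).

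Genes of resting, periarticular and round chondrocytes went the other way. The secreted WNT antagonist genes Wif1 and Sfrp2 were 21.5-fold and at least 36.2-fold lower on the columnar/hypertrophic array. Prg4, which encodes lubricin of the joint surface, was at least 28.1-fold lower, the BMP antagonist gene Grem1 at least 19.96-fold, and Cytl1 16.1-fold (14347 to 891). In this list, 12 of 19 measured members were at least 2-fold lower and 1 was higher, Gdf10, by 3.06-fold. The list median was -2.03 (percentile 0). Perichondrium, fibroblast and tendon markers went the same way (median -1.07, percentile 0), so these chondrocyte genes were not measured apart from such tissue. Sox9, the transcription factor gene of the chondrocyte lineage, differed by -0.12.

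The largest differences among well-expressed genes lay partly outside these lists. Smpd3, encoding a neutral sphingomyelinase needed for cartilage and bone mineralisation, was 29.1-fold higher on the columnar/hypertrophic array. Ccdc80 (16.7-fold), Prkg2, the cGMP-dependent kinase gene of the growth plate (16.0-fold), and H2-DMa, an MHC class II peptide-loading gene (15.0-fold), were also higher. Ppa1 was 9.57-fold, Rras2 8.21-fold, Fam89a 7.68-fold, Sh3kbp1 7.17-fold, P3h2 7.12-fold and Serinc5 6.25-fold higher. The secreted cytokine gene Il17b was at least 32.5-fold higher, and Rhbdl2, Smim5 and Slc25a13 were at least 18.2-fold, 14.8-fold and 13.1-fold higher. In the other direction, the integrin gene Itga8 was 23.2-fold, Srpx2 22.8-fold and Vcan, encoding versican, 20.8-fold lower. Cdh11 was 13.9-fold, Gas1 8.10-fold (but -1.54 on the log2 scale by a second probe set), Pappa2 7.17-fold, Agtr2 7.04-fold, Fgfr1 6.93-fold, Ptn 6.63-fold and Adgrg6 6.49-fold lower. Angptl1 was 7.21-fold lower by its brightest probe set, while its dimmest gave 0.75. Igfbp5 was at least 87.2-fold (with a bound of -2.16 on the log2 scale by its other probe set), the hindlimb transcription factor gene Tbx4 at least 34.2-fold, and Shisa3 at least 20.8-fold lower.

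A second probe set of the same gene gave a technical check for genes with several probe sets above the floor on both arrays. It covered 174 higher and 216 lower genes, against 504 and 745 in all, and did not check bounds. Where the brighter probe set was at least 2-fold higher, the next brightest was also higher for 168 of 174 genes and by at least 2-fold for 92 (52.9%). For lower genes, the numbers were 214 of 216 and 127 (58.8%). With the mean of a gene's probe sets, some of them bounds, Panx3 fell to 4.68 on the log2 scale, Rhbdl2 to 2.55, H2-DMa to 2.39, Sh3kbp1 to 1.87, Chsy3 to 1.12 and Vcan to -2.62.

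Of 20 cartilage matrix genes, 17 were within 2-fold. Col2a1, the main collagen of cartilage, had signals of 33307 and 37936 (0.19, and -0.07 after lowess centring), and Acan, encoding aggrecan, 25528 and 32746 (0.36). Prelp was 2.83-fold higher on the columnar/hypertrophic array, Dcn, encoding decorin, 5.36-fold lower and Otor at least 4.07-fold lower. The list median was 0.27 (percentile 83.2), but 0.088 with quantile normalization and 0.021 after lowess centring. The mean of members was 0.043 (percentile 19.5). Genes of proteoglycan synthesis and sulfation had a median of 0.41 (percentile 99.9), with 3 of 19 at least 2-fold higher and 0 lower. These were Chsy3 (4.62-fold), Chst15 (4.55-fold) and the sulfate transporter gene Slc26a2 (2.03-fold). Procollagen folding and processing genes had a median of 0.08 (percentile 26.3, and -0.08 after lowess centring). Of these 20 genes, 1 passed 2-fold, the prolyl 3-hydroxylase gene P3h2. Of 29 cell cycle genes, 28 were within 2-fold with a median of 0.07 (percentile 54.6). Mki67 had signals of 6098 and 5605, and Tyms was 2.10-fold lower on the columnar/hypertrophic array.

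Among the signalling pathways, FGF genes had the lowest median, -0.92 (percentile 0), and as for the round list this was not measured apart from fibrous tissue. Etv5, a transcription factor gene induced by FGF receptors, was 15.3-fold lower on the columnar/hypertrophic array, and the feedback inhibitor genes Dusp6, Spred2 and Spry2 were 4.61-fold, 2.05-fold and at least 6.20-fold lower (Spred2 by -0.60 in another probe set). Fgfr1 was lower and Fgfr3 2.09-fold higher, and 5 of 12 members were lower and 1 higher by at least 2-fold. In the hedgehog list the median was -0.48 (percentile 0.525), with 3 of 9 lower and 2 higher, again not measured apart from fibrous tissue. The co-receptor genes Boc and Cdon were 6.42-fold and 4.52-fold lower (Cdon by -1.16 in its other probe set) and Gli3 2.18-fold lower (-0.92 and -0.48 in others), whereas Ptch1 and Gli1, targets of the pathway, were 2.31-fold and 2.23-fold higher. WNT genes were split, with 5 of 18 higher, 5 lower and a median of 0.21 (percentile 95.1). The WNT list left the central 95% of random lists without a floor (0.35, percentile 99.8) and as a mean of members (0.42, percentile 99.4). Wnt5b (15.9-fold from a round signal close to the floor, and 8.83-fold by its other probe set), Wnt5a (12.9-fold, but 1.79-fold by another probe set above the floor on both arrays), Wnt11 (5.87-fold), Wnt4 (1.88 on the log2 scale) and Axin2 (1.28) were higher, and Ror1 (-1.91), Frzb (-1.62), Sfrp1 (-1.27, with other probe sets between -1.29 and -0.51), Fzd2 (-1.19) and Fzd9 (-1.15) lower. BMP and TGF-β genes were also split, with 5 of 26 higher, 4 lower and a median of -0.02 (percentile 66.7). Smad1 was 4.05-fold and Tgfb2 3.36-fold higher (other probe sets 2.09-fold to 3.91-fold), with Chrdl1 (at least 1.59 on the log2 scale), Bmp7 (1.18) and Id1 (1.17). Bmp5 was 3.80-fold and Ltbp1 at least 5.28-fold lower, with Bmp4 (a bound of -1.33) and Tgfb3 (-1.11). Of 21 hypoxia-induced and glycolytic genes, Car9 was 5.03-fold and Adm at least 2.98-fold lower (-0.67 by its other probe set), and 0 were at least 2-fold higher. The median of that list was 0.18 (percentile 73.8), while its mean was -0.11.

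**Figure D2:**
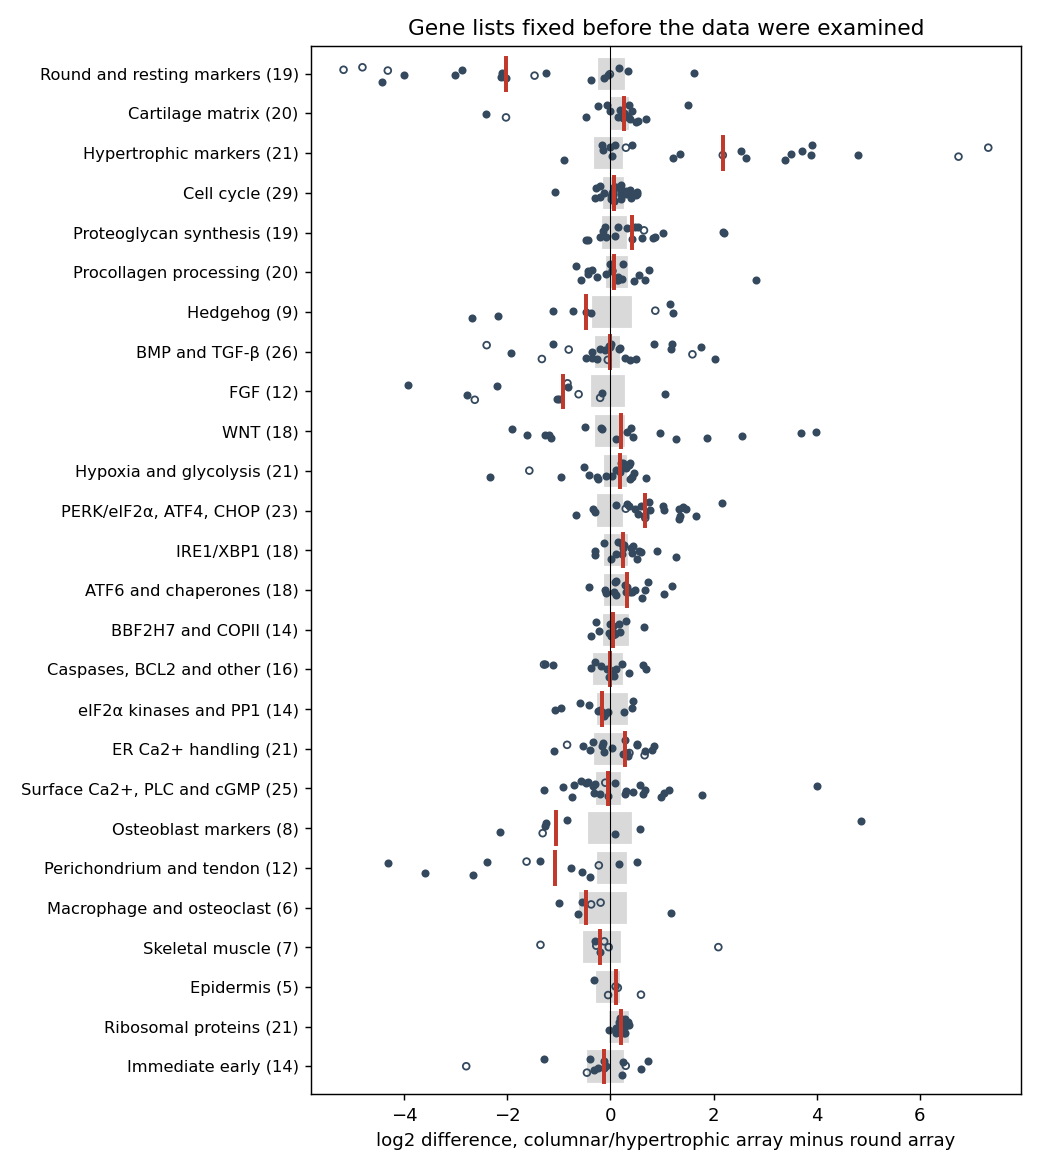
Log2 difference (columnar/hypertrophic array minus round array) of the measured members of 26 gene lists, 1 point per gene, with the number of members in brackets, open points for bounds, red bars for list medians and grey bands for the central 95% of medians of matched random lists. The hypertrophic list (median 2.18) and the PERK/eIF2α, ATF4 and CHOP list (0.67) lie above their bands, and the round and resting list (-2.03), the FGF list (-0.92) and the perichondrium and tendon list (-1.07) lie under theirs.

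The ER stress pathways followed in the study were compared next. PERK phosphorylates eIF2α, which favours translation of the transcription factor ATF4 and induction of CHOP. Of 23 measured genes linked to PERK, ATF4 and CHOP, 9 were at least 2-fold higher on the columnar/hypertrophic array with 0 lower. The median was 0.67 (percentile 100), and 20 of 23 genes lay above 0. Cebpb (-0.68), Vldlr (-0.33, but 0.03 and 0.31 by 2 other probe sets) and the CHOP target Ppp1r15a (-0.30) lay under 0. Chac1, a glutathione-degrading enzyme gene induced by ATF4, was 4.46-fold higher (264 to 1179), the serine synthesis gene Psat1 3.17-fold, the amino acid transporter gene Slc7a5 2.75-fold and the mitochondrial folate enzyme gene Mthfd2 2.65-fold. Smaller differences were found for Atf4 (0.48, and 0.21 by another probe set), Ddit3, which encodes CHOP (0.59, but 0.11 by its other probe set), and Trib3 (0.67, but -0.06 by its other probe set). The paper names other kinases that phosphorylate eIF2α, and this list does not measure PERK apart from them. In the IRE1/XBP1 list the median was 0.25 (percentile 90.01), and 1 of 18 genes passed 2-fold, Sec11c (2.41-fold). The percentile was 97.8 after quantile normalization and 97.9 after lowess centring, above the central 95% of random lists. The XBP1 targets Edem1 and Dnajb9 differed by 0.003 and -0.30. The ATF6 and chaperone list had a median of 0.31 (percentile 97.3), with 2 of 18 at least 2-fold higher, Sdf2l1 (2.30-fold) and Creld2 (2.04-fold). It lay above the central 95% of random lists with quantile normalization (percentile 97.97), without a floor (97.7) and as a mean of members (98.2). With lowess centring its median fell to 0.18 (percentile 95.95), within that range. Hspa5, encoding BiP, had signals of 17485 and 22613 (0.37), Herpud1 differed by 0.32, and Hsp90b1, encoding GRP94, by 0.07 (-0.13 after lowess centring) and by 0.60 in its other probe set. In the BBF2H7 and COPII list, 14 of 14 genes were within 2-fold (median 0.05, percentile 29.2, and -0.07 after lowess centring), including Sec23a (0.30), Creb3l2, encoding BBF2H7 (-0.29, but 0.20 by its other probe set above the floor), and Mcl1 (-0.37, with 1 of its other probe sets at 0.19). The eIF2α kinase and protein phosphatase 1 list had a median of -0.16 (percentile 6.92, but 2.11 after quantile normalization and 1.59 after lowess centring), and Ppp1r10 (2.12-fold lower) alone of 14 genes passed 2-fold.

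**Figure D3:**
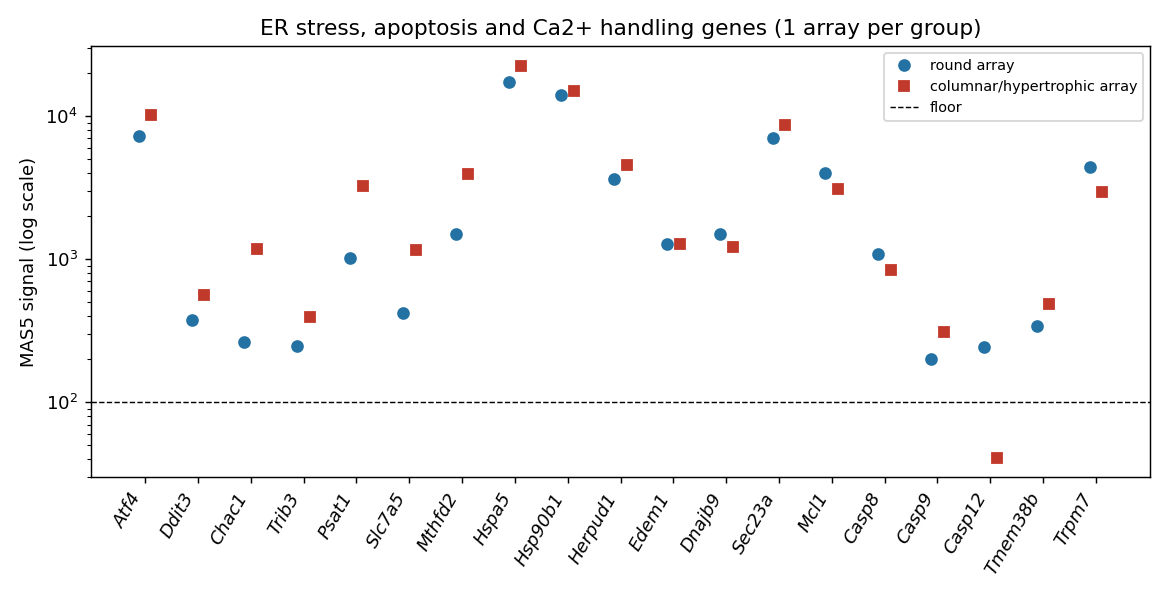
MAS5 signal (vertical, log scale) of 19 genes of ER stress, apoptosis and Ca2+ handling on the round array (circles) and the columnar/hypertrophic array (squares), 1 array each, with the floor of 100.5 as a dashed line. Chac1 goes from 264 to 1179 and Psat1 from 1029 to 3265, Hspa5 and Sec23a differ by less than 2-fold, and Casp12 is under the floor on the columnar/hypertrophic array.

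Of 16 genes measured in a list of caspase and BCL2 family genes, calpain genes, Apaf1 and Rheb, 13 were within 2-fold, 3 were lower on the columnar/hypertrophic array and 0 higher, with a median of -0.01 (percentile 63.6). Casp12, an ER-associated caspase gene, was at least 2.44-fold lower (246 to 41.1), although under 2-fold with the floor at the 99th percentile and with the mean of its 2 probe sets, both bounds. The pro-apoptotic BH3-only genes Bcl2l11 and Bmf were 2.42-fold and 2.15-fold lower by their brightest probe sets, and both fell under 2-fold with the mean of their probe sets, some of which were bounds. Without probe sets that can match several genes, Bmf gave a bound of -0.16. Casp8 differed by -0.38 and Casp9 by 0.63.

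Genes of Ca2+ handling showed few large differences. Of 21 ER Ca2+ handling genes, 17 were within 2-fold, 3 gave bounds under 2-fold, and the IP3 receptor gene Itpr3 was 2.13-fold lower on the columnar/hypertrophic array. The median was 0.28 (percentile 98.5), but -0.08 (percentile 42.1) with the mean of each gene's probe sets. The percentile was also within the central 95% with quantile normalization (90.4), lowess centring (92.3), the floor at the 99th percentile (94.2), members above the floor on both arrays (96.2) and the mean of members (85.9). Tmem38b, which encodes TRIC-B, had signals of 341 and 486 (0.51) by its brightest probe set, and its other probe sets above the floor gave -0.23 and -0.49, so no direction was settled. Tmem38a, encoding TRIC-A, was under the floor on both arrays (55.8 and 30.8). Trpm7, the cell-surface cation channel gene, had signals of 4434 and 2975 (-0.58), with its 4 probe sets between -1.30 and -0.11. Another list held surface Ca2+ entry, purinergic receptor, phospholipase C and extrusion genes, together with genes of natriuretic peptide and cGMP signalling, CaM kinase II and a Ca2+-activated potassium channel. Of 25 measured, 4 were at least 2-fold higher, the cation channel genes Cacna1c and Piezo1 with Prkg2 and Kcnma1, and 1 was lower, the cGMP-dependent kinase gene Prkg1 (2.44-fold). Kcnma1, the potassium channel gene, was 3.44-fold higher, with its other probe sets above the floor on both arrays between 1.51-fold and 2.43-fold. Cacna1c was 2.19-fold higher, but another Cacna1c probe set went from 115 to 14.3, under the floor, so its direction was not settled. This list had a median of -0.06 (percentile 42.1) and a mean of 0.22.

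Markers of other tissues were measured beside those of chondrocytes. In the perichondrium, fibroblast and tendon list, 6 of 12 genes were at least 2-fold lower on the columnar/hypertrophic array and 0 higher (median -1.07, percentile 0). Col14a1 was 19.9-fold, Postn 12.2-fold, Ogn 6.34-fold and Col3a1 5.26-fold lower. Of 8 osteoblast and bone matrix genes, Pdgfrb (4.41-fold, and -1.38 by its other probe set), Col24a1 (at least 2.49-fold), Col1a1 (2.40-fold) and Omd (-1.26) were lower and Smpd3 higher, with a median of -1.05 (percentile 0). The osteoblast list lay within the central 95% of random lists without a floor (-0.21, percentile 25.9) and as a mean of members (-0.16, percentile 28.9). Macrophage and osteoclast markers had a median of -0.47 (percentile 7.11), with 1 of 6 at least 2-fold higher, Lyz2 (2.25-fold). Laptm5 (-0.99) and Ctsk (-0.62) lay on the other side. Skeletal muscle markers had a median of -0.20 (percentile 40.0, and 0.02 after quantile normalization), with Tnnt3 at least 4.26-fold higher and Des at least 2.56-fold lower among 7. Of 5 epidermis markers, 1 was above the floor on both arrays, Krt10 (-0.33), and the other 4 gave bounds under 2-fold. Their median was 0.10 (percentile 94.1, but 97.7 with the floor at the 90th percentile). Few red cell (2), endothelial (4) and granulocyte (1) markers were above the floor, and of these Eng, an endothelial gene, was 2.32-fold lower.

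Ribosomal protein genes had a median of 0.20, at percentile 49.8 of lists of equally bright genes (-0.01 after lowess centring), and 21 of 21 were within 2-fold. Of 14 immediate early genes, 2 were at least 2-fold lower on the columnar/hypertrophic array, Egr1 (at least 6.95-fold) and Nr4a1 (2.45-fold), and the median was -0.13 (percentile 51.2). The Y-linked genes Eif2s3y (549 and 20.9), Kdm5d (337 and 5.95) and Uty (269 and 10.3) were above the floor on the round array alone, and Xist had signals of 22922 and 21471 by its brightest probe set. The control probe sets of beta-actin and Gapdh were higher on the columnar/hypertrophic array by 0.50 and 0.30. Ratios of 3' to 5' signal, a measure of RNA integrity, were 1.41 and 1.38 for beta-actin and 0.667 and 0.708 for Gapdh on the round and columnar/hypertrophic arrays. The 18 hybridisation spike probe sets differed by 0.065 on average (SD 0.068 between probe sets). The median difference was -0.18 in the dimmest 10% of genes and 0.17 in the brightest 10%.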

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

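All tests of explanations in this part were chosen after the results had been seen. The poly-A spike RNA thr, a control added before labelling and used in no comparison above, was lower on the columnar/hypertrophic array by -0.72 (log2 mean over 6 probe sets, SD 0.11 between them), a 1.65-fold difference. The spikes lys, phe and dap differed by 0.13, -0.19 and -0.14. Of the 10092 probe sets not tied to a single gene name, which no comparison of genes used, 4293 were above the floor on at least 1 array. Of these, 102 were at least 2-fold higher and 370 at least 2-fold lower on the columnar/hypertrophic array.

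The list of genes linked to PERK, ATF4 and CHOP had a higher median on the columnar/hypertrophic array, with 9 of 23 genes at least 2-fold higher and 3 under 0. An intensity-dependent difference between the arrays was argued against, since the list median after lowess centring was 0.77 (percentile 100). Whether a general rise of ER chaperone genes was the whole cause was not decided. The ATF4 list median exceeded that of the ATF6 list by 0.36 (central 95% of 10000 bootstrap draws over genes 0.051 to 0.93). A shared response of unequal size in these lists would give such a difference too, and draws over genes do not measure error between samples. Differences in dissection or RNA handling between the portions remain open. The 3' to 5' ratios were close on both arrays (1.41 and 1.38 for beta-actin, 0.667 and 0.708 for Gapdh) and the immediate early list had a median of -0.13 (percentile 51.2), while the spike thr differed by -0.72, and none of these values decides for this list. A biological difference between the zones also remains open, untested. Whether PERK or another eIF2α kinase lay behind such a difference was not tested.

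Genes of perichondrium and fibrous tissue were higher on the round array. More perichondrial tissue in the round portions cannot be told apart from expression of these genes by round and periarticular chondrocytes. Of the 12 markers measured, 9 were higher on the round array by more than the spread between probe sets, while Aspn lay close to the floor and the abundant Lum (0.17, which changed sign with quantile normalization and lowess centring) and Col6a3 (0.51) went the other way. Blood, vessel, muscle or macrophage tissue was not excluded. Of its 60 markers 19 were above the floor on at least 1 array, of which 15 were higher on the round array but only 2 (10.5%) by at least 2-fold, and 2 others, Tnnt3 and Lyz2, were at least 2-fold higher on the columnar/hypertrophic array. By the probe sets used, Hba-a1 (42.5), Pecam1 (10.3), Tyrobp (75.3) and Myh3 (7.97) were under the floor on the round array. Of 15 red cell markers 9 were named on the array, and probe sets with several genes were left out. The Hba-a1 signal therefore does not show that red cell RNA was absent.

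Y-linked genes were above the floor on the round array alone, for 3 of 3 genes measured. Lower expression in columnar and hypertrophic chondrocytes that the X-linked homologues share was argued against, provided that the homologues do not vary with embryo sex. It would need each of the 4 homologues to be at least 2-fold lower, and they went both ways around a median of 0.0088 (SD 0.51 between genes), with Eif2s3x at 0.60, Kdm5c at -0.55, Kdm6a at -0.24 and Ddx3x at 0.25, and with probe sets of Kdm5c and Kdm6a on both sides of 0. Pools with different shares of male embryos remain a candidate explanation. Such a difference would also raise Xist on the columnar/hypertrophic array, and Xist differed by -0.094 by its brightest probe set but by 0.86 and 0.50 by the others. A first form of this test used the mean of the 3 probe sets, 0.42, which exceeded the spread of 0.367 between probe sets as a larger share of males on the round array would require. It was replaced by the gene-level rule used elsewhere, so the outcome depends on that choice and the test did not decide. Lower expression of the Y-linked genes alone in columnar and hypertrophic chondrocytes remains open, untested. The sex of the embryos is not given in the sources used here. Each zone had its own pool, so no difference between the arrays was measured apart from differences in sex or between embryos.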

How the results depend on the processing

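No paired analysis was possible because each group has 1 array. Leaving out X- and Y-linked genes was chosen after the data were seen, and gave 493 higher and 699 lower genes. The counts of 504 higher and 745 lower genes were 587 and 625 with equal medians, 568 and 582 with quantile normalization and 570 and 625 with lowess centring. The share of higher genes among those past 2-fold went from 40.4% to at most 49.4%. Of the 504 higher genes, 476 remained with lowess centring, as did 603 of the 745 lower genes. Over all settings that kept the 2-fold threshold and a floor, the counts lay between 441 and 587 and between 582 and 842. Without a floor the counts were 1582 and 2921, since signals of 18193 genes, including those at background, then entered. They were 1372 and 1848 at 1.5-fold and 102 and 131 at 4-fold, by construction. The alternatives for single genes covered 158 genes with a value chosen by the fixed rule and 68 named after their values were seen. Of these, 145 differed by at least 2-fold, 27 of them fell under 2-fold in at least 1 alternative (Atp5md, Axin2, Bcl2l11, Bmf, Bmp4, Cacna1c, Casp12, Col18a1, Col24a1, Col4a6, Creld2, Ctsz, Des, Eng, Fgfr3, Gars, Gli3, H2-DMb2, Irf1, Lama4, Pitx1, Ppp1r10, Sfrp1, Slc26a2, Spred2, Tyms and Uty) and 0 changed direction. Of all 226 genes, 9 changed sign (Col2a1, Edem1, Hsp90b1, Lum, Ngp, Tmem38b, Trib3, Vldlr and Xist).

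The hypertrophic list (1.35 to 2.47), the round list (-2.07 to -1.60), the FGF list (-1.26 to -0.81), the ATF4 list (0.63 to 0.77), the perichondrium list (-1.44 to -0.66), the hedgehog list (-0.66 to -0.41) and the proteoglycan synthesis list (0.28 to 0.49) kept their direction and stayed outside the central 95% of random lists in every alternative that kept matched random lists. The ER Ca2+ list reversed to -0.078 with the mean of probe sets. These list values moved by more than their bootstrap spread over members. With equal medians, cell cycle was 0.14, BBF2H7/COPII 0.13 and ribosomal proteins 0.27. With quantile normalization, cartilage matrix was 0.088, procollagen processing -0.061, hypoxia 0.025, BBF2H7/COPII -0.046, eIF2α kinases -0.28 and ribosomal proteins 0.068. With lowess centring, cartilage matrix was 0.021, procollagen processing -0.084, hypoxia -0.028, ATF6 0.18, BBF2H7/COPII -0.070, eIF2α kinases -0.29 and ribosomal proteins -0.013. Epidermis was 0.39 with the floor at the 90th percentile and -0.33 without a floor, and osteoblast markers -0.21 without a floor. With the mean of probe sets BBF2H7/COPII was 0.11, and without probe sets that can match several genes ribosomal proteins were 0.25. As means of members, cartilage matrix was 0.043, hypoxia -0.11, caspases -0.16, ER Ca2+ 0.11, surface Ca2+ 0.22 and osteoblast markers -0.16. Against unmatched random lists, the percentiles were 99.01 for cartilage matrix, 98.66 for IRE1/XBP1 and 99.5 for ATF6. Lowess and quantile settings remove a difference that grows with signal, and for the other settings the cause was not tested. The epidermis, macrophage or muscle lists had fewer than 5 members in some settings and then gave no value.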

Other observations

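The 11 gene lists in this part, the genes named from them and the tests on them were chosen after the data had been seen, so their percentiles describe a pattern already noticed. Genes of cholesterol synthesis were higher on the columnar/hypertrophic array, with 16 of 16 above 0, 10 at least 2-fold higher and a median of 1.11 (percentile 100). Mvd, of the mevalonate pathway, was 4.02-fold higher, followed by Hsd17b7 (1.77), Fdps (1.67) and Dhcr7 (1.66), while Sqle and Hmgcs1 differed by 1.13 and 0.61. Aminoacyl-tRNA synthetase genes had a median of 0.50 (percentile 99.98), with 18 of 19 above 0 and Aars (1.20) and Gars (1.08) past 2-fold. Respiratory chain and ATP synthase subunit genes were within 2-fold except Atp5md (1.03), with 59 of 67 above 0 and a median of 0.30 (percentile 99.9). Over the alternatives the cholesterol median ranged from 0.95 to 1.19, the synthetase median from 0.46 to 0.58 and the respiratory chain median from 0.18 to 0.38. Perichondrium, fibroblast and tendon markers went the other way between the same arrays (median -1.07, percentile 0). The cholesterol, synthetase and respiratory chain lists were not measured apart from such tissue.

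Hox cluster genes were lower on the columnar/hypertrophic array, with 8 of 17 at least 2-fold lower, 0 higher by that much and a median of -0.97 (percentile 0). Hoxd9 was at least 8.36-fold lower, and Hoxa10 (-1.73), Hoxc8 (-1.58) and Hoxa11 (-1.53) were also lower, while Hoxb2 gave a bound of 0.84 the other way. Transcription factor genes of limb patterning had 8 of 12 members at least 2-fold lower and 12 of 12 under 0 (median -1.02, percentile 0), and besides the hindlimb gene Tbx4 they included the forelimb gene Tbx5 (a bound of -2.20), Meis2 (-2.001) and Pitx1 (-1.01). Fibrillar and associated collagen genes outside cartilage had a median of -1.32 (percentile 0), with 7 of 12 at least 2-fold lower, among them Col6a2 (-1.90) and Col5a1 (-1.81). Col14a1, Col3a1, Col12a1 and Col6a3 of this list are also in the perichondrium list, which had a median of -1.07, and Col1a1 and Col1a2 in the osteoblast list. Genes induced by ERK signalling had a median of -0.83 (percentile 0.02), with 5 of 11 lower and Myc (1.36) higher, and they share members with the FGF list. Interferon-induced genes had a median of -0.97 (percentile 0.01), with Ifitm3 (-3.10), Gbp7 (-2.99, and -1.66 by another probe set), Ifi27 (-2.28), Irf9 (-1.38) and Irf1 (-1.09) lower and Bst2 (a bound of 1.86) higher among 13. Over the alternatives the medians or means ranged from -1.08 to -0.79 for the Hox genes, -1.42 to -0.89 for limb patterning, -1.54 to -1.25 for the collagens, -1.15 to -0.53 for ERK signalling and -1.04 to -0.50 for the interferon-induced genes. Perichondrium, fibroblast and tendon markers went the same way (median -1.07, percentile 0), so these lists were not measured apart from such tissue.

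Lysosomal enzyme genes had a median of -0.32 (percentile 0.06), but their mean was -0.10 (percentile 17.0), since Lgmn was 8.04-fold higher (250 to 2012) and Ctsz was higher by 1.15. The perichondrium list was also lower, while macrophage and osteoclast markers lay within the central 95% of random lists (median -0.47, percentile 7.11), and the lysosomal genes were not measured apart from those tissues. The MHC class II genes H2-DMa (3.91) and H2-DMb2 (a bound of 2.99) were at least 2-fold higher, H2-Ab1 differed by 0.86 and H2-Eb1 gave a bound of 0.22, whereas Cd74 (68.2 and 79.0) was under the floor on both arrays. Another H2-DMa probe set was under the floor on the round array and gave a bound of 0.87, and an H2-DMb2 probe set above the floor on both arrays gave 0.33. Basement membrane genes were split, with 3 of 16 higher and 5 lower and a median of -0.02 (percentile 59.6), which ranged from -0.25 to 0.08 over the alternatives. The lower members were the type IV collagen genes Col4a1 (-2.24), Col4a5 (-1.51, and -0.90 by another probe set), Col4a6 (-1.22) and Col4a2 (-1.09) with Lama4 (-1.19, but -0.18 by another probe set), and the higher members Nid2 (1.60), Lama2 (a bound of 1.58) and Col18a1 (a bound of 1.01). The lower members were not measured apart from fibrous tissue or vessels, of whose 4 endothelial markers 3 were under 0.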
